# Acute stress induces an inflammation dominated by innate immunity represented by neutrophils in mice

**DOI:** 10.3389/fimmu.2022.1014296

**Published:** 2022-09-29

**Authors:** Lanjing Tang, Nannan Cai, Yao Zhou, Yi Liu, Jingxia Hu, Yalin Li, Shuying Yi, Wengang Song, Li Kang, Hao He

**Keywords:** acute stress, bioinformatics, inflammation, neutrophils, peripheral blood

## Abstract

It is well known that psychological stress could affect the immune system and then regulate the disease process. Previous studies mostly focused on the effects of chronic stress on diseases and immune cells. How acute stress affects the immune system remains poorly understood. In this study, after 6 hours of restraint stress or no stress, RNA was extracted from mouse peripheral blood followed by sequencing. Through bioinformatics analysis, we found that when compared with the control group, differentially expressed genes in the stress group mainly displayed up-regulated expression. Gene set enrichment analysis results showed that the enriched gene terms were mainly related to inflammatory response, defense response, wounding response, wound healing, complement activation and pro-inflammatory cytokine production. In terms of cell activation, differentiation and chemotaxis, the enriched gene terms were related to a variety of immune cells, among which neutrophils seemed more active in stress response. The results of gene set variation analysis showed that under acute stress, the inflammatory reaction dominated by innate immunity was forming. Additionally, the concentration of serum IL-1β and IL-6 increased significantly after acute stress, indicating that the body was in an inflammatory state. Importantly, we found that acute stress led to a significant increase in the number of neutrophils in peripheral blood, while the number of T cells and B cells decreased significantly through flow cytometric analysis. Through protein-protein interaction network analysis, we screened 10 hub genes, which mainly related to inflammation and neutrophils. We also found acute stress led to an up-regulation of *Ccr1, Ccr2, Xcr1* and *Cxcr2* genes, which were involved in cell migration and chemotaxis. Our data suggested that immune cells were ready to infiltrate into tissues in emergency through blood vessels under acute stress. This hypothesis was supported in LPS-induced acute inflammatory models. After 48 hours of LPS treatment, flow cytometric analysis showed that the lungs of mice with acute stress were characterized by increased neutrophil infiltration, decreased T cell and B cell infiltration. Immunohistochemical analysis also showed that acute stress led to more severe lung inflammation. If mice received repeat acute stress and LPS stimulation, the survival rate was significantly lower than that of mice only stimulated by LPS. Altogether, acute stress led to rapid mobilization of the immune system, and the body presented an inflammatory state dominated by innate immune response represented by neutrophils.

## Introduction

Psychological stress is the process of psychological and physiological changes caused by the body’s awareness of the threat of stressors through cognition and evaluation (1, 2). Psychological stress beyond individual tolerance is often the source of many diseases. Depression, cardiovascular diseases, tumors, inflammatory bowel diseases and autoimmune diseases are closely related to psychological stress (3–8). With the transformation from traditional medical model to biopsychosocial model (9), the role of psychological stress in the occurrence and development of diseases has drawn increasing attention.

Stress is usually be regarded as the experience of anticipating or encountering adversity, while stress response is the non-specific response of the body to stressors. According to the duration of stimulation, stress can be divided into acute stress and chronic stress (10). The effects of acute stress and chronic stress are different. It is generally believed that chronic stress is harmful to health (11–13), while acute stress is conducive to life survival (14). Current evidence supports that stress regulates the process of disease by affecting the immune system (15–17). At present, most studies focused on the effects of chronic stress on diseases and immune cells. However, acute stress is the basis of chronic stress and may determine the direction of chronic stress-induced response. How acute stress affects the immune system remains poorly understood. Here, we studied the effects of acute stress on gene transcription in peripheral blood cells of mice through bioinformatics analysis, and detected the changes of blood cell populations under acute stress. We further explored the effect of acute stress on the pathological state of the body. Given that the effect of acute stress gradually attenuates with the removal of stressor, it is a good choice to verify in the acute inflammation model. Therefore, LPS-induced acute inflammation model widely used in medical research was selected as the verifier. Our data showed that acute stress led to rapid mobilization of the immune system, and the body presented an inflammatory state dominated by innate immune response represented by neutrophils.

## Materials and methods

### Mice

Female C57BL/6 (B6; H-2 Kb) mice, aged 6-8 weeks, were purchased from Charles River (Beijing, China). All mice were maintained in specific pathogen–free (SPF) conditions. All protocols involving animals were in compliance with the experimental guidelines approved by the Laboratory Animal Care Committee of Shandong First Medical University & Shandong Academy of Medical Sciences.

### Stress model and LPS administration

Stress model was prepared as described previously (18). Briefly, mice were placed in a 50-ml conical centrifuge tube filled with multiple punctures to allow ventilation without food and water supply. The control littermates were kept in normal cage and were not supplied with food and water during the stress. After 6 hours of restrain stress, peripheral blood cells were obtained for flow cytometric analysis. In other experiments, mice received restrain stress followed by intraperitoneal injection with 2 mg/kg LPS diluted in PBS (E.coli, serotype 0111:b4; Sigma-Aldrich) or the same volume of PBS. 48 hours later, mice were killed and the lung tissues were taken for flow cytometric analysis and H&E staining. In other cases, mice received daily restraint stress and LPS injection, and their mortality was monitored.

### ELISA assay

After mice received restraint stress or no stress for 6 hours, mouse serum was collected. Concentration of IL-1β, IL-6 and TNF-α in the serum were determined by ELISA Ready-SET-Go Kit (eBioscience) according to the manufacturers’ protocol.

### Bulk RNA-seq

Peripheral blood was obtained from mice with or without stress. RNA were extracted by using Illumina TruSeq RNA Sample Prep Kit (Illumina) according to the manufacturer’s instructions. RNA-seq libraries were prepared using standard Illumina protocols, followed by sequencing on an Illumina NovaSeq6000 instrument. RNA sequencing data have been saved in the NCBI GEO database for public access. GEO accession number is GSE210252.

### DEG identification

Dimension reduction analysis of RNA-seq was performed using R package Rtsne (19). R package DESeq2 was used to identify differentially expressed genes (DEG). Log2 fold change (FC) was used to evaluate the degree of gene expression difference. The adjusted p value (adj.P.Val) was used to avoid the occurrence of false-positive results. Compared with control group, genes with | log2FC | >1 and adj.P.Val < 0.01 were regarded as DEG in stress group. R package ggplot2 and pheatmap were used to visualize the identified DEG by generating volcano plot and heat maps respectively.

### PPI construction and hub gene identification

Based on the selected DEG, we used an online tool for searching of interacting genes (string; http://string.embl.de/) to predict the functional interactions between proteins (20). Based on the STRING database, a protein-protein interaction (PPI) network was constructed by using genes with confidence score ≥ 0.4. Subsequently, the network data were input into Cytoscape (v3.7.2) software. The Molecular Complex Detection (MCODE) was performed to screen modules of PPI network (degree cutoff=2, node cutoff=0.2, k-core=2, max.depth=100). Ten hub genes were identified by maximum clique centrality (MCC) algorithm.

### Functional analyses

Gene set enrichment analysis (GSEA) and gene set variation analysis (GSVA) were used for functional analyses (21, 22). Briefly, GSEA was performed on the whole transcriptome by using R package clusterprofiler (23). Gene Ontology (GO) enrichment analysis included cellular component (CC) analysis, molecular function (MF) analysis and biological process (BP) analysis. GOplot packages of R was used to visualize the enriched gene terms (24). “GO BP” gene terms were downloaded from the molecular signature database, and GSVA was performed by using R package GSVA to reveal the functional changes between the stress group and the control group. For GSEA and GSVA, adj.P.Value < 0.05 was considered statistically significant.

### Preparation of single cell suspensions

Single cell suspensions were prepared as described previously (25). Briefly, blood leukocytes were purified by lysing erythrocytes with ACK Lysing buffer. Lung parenchyma was collected from mice and digested with collagenase IV (1mg per ml) for 1h at 37°C followed by resuspension in 30% Percoll (GE Healthcare, Uppsala, Sweden)for centrifugation at 1200g for 20 min at room temperature. Then cells were incubated with ACK Lysing buffer to remove erythrocytes.

### Flow cytometry

Single cell suspensions were first blocked with anti-Fcr III/II receptor mAb (2.4G2) followed by staining with fluorescence-conjugated mAb for CD45 (30-F11), CD19 (1D3), CD3 (145-2C11), CD11b (M1/70), Ly6G (1A8), Ly6C (HK1.4), NK1.1 (PK136). All mAbs were obtained from Thermo Fisher (Thermo Fisher Scientific Inc., Waltham, MA, USA). CD45^+^ cells were gated to analyze the CD3^-^CD19^+^ B cells, CD3^+^NK1.1^-^ T cells and CD3^-^NK1.1^-^ NK cells. CD45^+^CD11b^+^ cells were gated to analyze Ly6C^+^Ly6G^high^ neutrophils and Ly6C^high^Ly6G^-^ monocytes. Flow cytometry gating strategy was shown in **Supplementary Figure 1**. For cell count, stained cells were collected at high speed for 50 seconds and counted by flow cytometry using the Aria II Flow Cytometer (BD Bioscience).

### Statistical analysis

Statistical significance of differences was determined by Student’s t tests (2 groups) or ANOVA (at least 3 groups). Data were presented as mean ± SD, and P < 0.05 was considered statistically significant. GraphPad Prism 5 software (Graphpad, software, Inc, LaJolla, CA, USA) was used for statistical analysis.

## Results

### Acute stress changes the gene expression profile of peripheral blood cells

RNA sequencing was performed on the peripheral blood of 6-hour stressed mice and control mice, and the samples were clustered according to the gene expression profile. 

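The data are read counts from the peripheral blood of 4 female mice held in a ventilated tube for 6 hours without food or water (the stress group) and 4 littermates kept in their cage without food or water (the control group). The authors deposited one table of whole-number counts for 21878 gene symbols, without normalization, of which 5948 had no count in any sample. The aligner, the genome build, the counting tool and the use of strand are not named in the paper's text, so genes that overlap or have near-identical copies are uncertain. The total count per sample lay between 31471145 and 39014775 in the control group (median 33311287) and between 25978683 and 29655725 in the stress group (median 28189339). Every stress sample had fewer counts than every control sample (two-sided exact permutation test, p = 0.0286, the smallest p that 4 samples against 4 allow). The haemoglobin genes, which are transcribed in immature red cells, took 58.5% ± 5.17 (SD, n = 4) of the counts in the control group and 68.4% ± 6.06 (SD, n = 4) in the stress group. The ranges of this share overlapped, from 51.9% to 63.8% in the control group and from 61.2% to 75.5% in the stress group (two-sided exact permutation test, p = 0.0571). Outside the haemoglobin genes, 11412556 to 18774818 counts remained per control sample and 6355715 to 11009882 per stress sample. Hbb-bs took 34.1% ± 2.59 (SD, n = 4) of the control counts and 40.1% ± 4.30 (SD, n = 4) of the stress counts, Hba-a1 took 18.6% ± 2.18 and 21.4% ± 1.48, and Hbb-bt took 5.50% ± 0.787 and 6.50% ± 0.415. The adult globin genes are near-identical copies, so the split of counts between them is uncertain. From the counts, 11718 genes with at least 10 counts in at least 4 of the 8 samples were tested with edgeR's quasi-likelihood test after TMM normalization, which takes most genes as unchanged. The TMM factors lay between 1.01 and 1.77 in the control group and between 0.507 and 1.10 in the stress group. The median log2 fold change of all tested genes was -0.03 with TMM and -0.82 when libraries were scaled by their total counts alone. The log2 fold changes reported for these samples are on the TMM scale unless another scale is named, so that a change of 0 means a change like that of the typical gene.

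**Figure D1:**
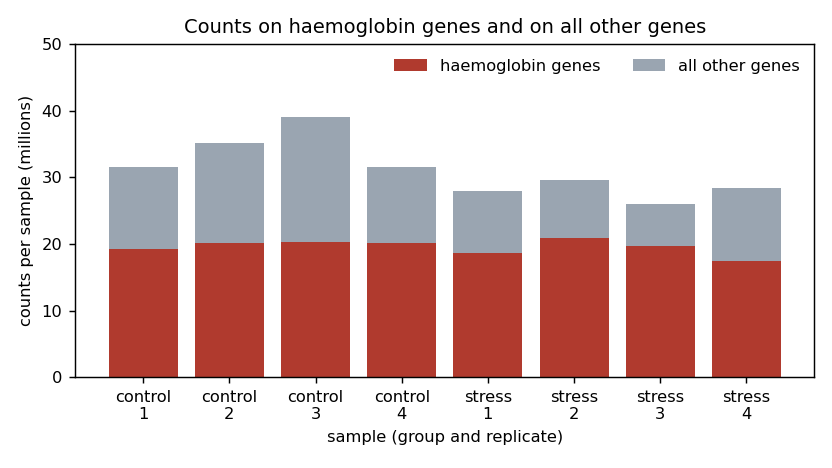
Counts per sample, split into haemoglobin genes and all other genes, for the 4 control and 4 stress samples. The part outside the haemoglobin genes runs from 11412556 to 18774818 counts in the control group and from 6355715 to 11009882 in the stress group.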

As shown in **Figure 1A**, 8 samples could be classified into two groups, which was completely consistent with the experimental design. 

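The distance between samples was taken as the Euclidean distance over log2 CPM (counts scaled by the TMM-normalized library size, prior count 2) of the 11718 tested genes. Samples of different groups lay 71.7 apart on average and samples of the same group 56.5 apart, and no other split of the 8 samples into 4 and 4 gave a larger gap (one-sided exact permutation test over 35 splits, p = 0.0286, the smallest p possible). With one sample left out in turn, the p-value of this test ranged from 0.0286 to 0.0857. The closest pair was control replicates 2 and 3, at a distance of 36.1. Complete-linkage clustering parted into 2 clusters did not return the groups: stress replicate 3 stood alone against the other 7 samples, so that 5 of the 8 samples sat in the cluster of their group. With 1 minus Pearson's correlation as the distance, or with only the genes that had at least 10 counts in every sample, 8 of the 8 samples did. With average linkage, with the 500 most variable genes or without the haemoglobin genes 5 did, and with log2(CPM + 1) 6 did. Stress replicate 3 had 6355715 counts outside the haemoglobin genes, the fewest of the 8 samples. The first principal component held 40.9% of the variance and separated the groups (two-sided exact permutation test, p = 0.0286), and the second held 19.9% and did not (p = 0.429, same test).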

Dimension reduction analysis of RNA-seq was also performed using t-SNE method. We constructed a low dimensional embedding of high-dimensional gene expression data, and obtained two-dimensional analogues of clusters. 

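The t-SNE embedding of the 8 samples was run from 20 random starts with a perplexity of 2, a value that the paper's text does not name, and the 2-dimensional coordinates were parted into 2 clusters by k-means. In 20 of the 20 runs, 8 of the 8 samples fell into the cluster of their own group.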

As shown in **Figure 1B**, these two clusters just responded to the stress group and the control group. Our data indicated that the quality control of RNA-seq was good. Gene differential expression analysis was subsequently carried out on the two groups of samples. Taking | log2FC | >1 & adj.P.Val < 0.01 as the threshold, our data showed that there were significant differences in the gene expression profiles between the stress group and the control group. Compared with the control group, 307 genes displayed up-regulated expression and 12 genes displayed down-regulated expression in the stress group (**Figure 1C, D**). 

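At an absolute log2 fold change above 1 and an adjusted p below 0.01, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 198 genes up and 2 genes down in the stress group. Without the fold change threshold, 538 genes were higher and 38 lower at the same adjusted p. In 194 of the 198 genes called up, every stress sample lay above every control sample, an order (in either direction) that chance gives for 2.86% of genes taken at random. These genes were picked for their change, and among all 11718 tested genes 1301 had every stress sample above and 1158 every stress sample below. Among the normalizations set in advance, total counts alone in place of TMM moved these numbers most: 14 genes were called up and 728 down, so that the share of called genes that were higher went from 99.0% to 1.89%. Of the 198 genes, 198 kept a log2 fold change above 0 on that scale and 11 passed both thresholds. DESeq2 with its default settings on the 15930 genes with a count, the test named in the paper's methods, called 307 genes up and 12 down. Leaving out one sample in turn gave 76 to 338 genes called up, the extremes being the fits without control replicate 2 (76) and without control replicate 4 (338), and 96 without control replicate 3. The largest increase was that of Vcan (GRCm38 chromosome 13, 89655312 to 89742509 in the GENCODE M21 annotation), from 0.459 ± 0.259 CPM (SD, n = 4) to 10.6 ± 8.43 CPM (SD, n = 4), a log2 fold change of 4.42 (standard error 0.66, adjusted p = 0.00186 from edgeR's quasi-likelihood test). Hist1h2bq followed with a log2 fold change of 3.89. Histone genes have near-identical copies, so its reads could be split, which was not tested. The paper names no pairing, and samples of the same replicate number correlated at -0.16 to 0.06 after removal of group means. A block by replicate number is therefore only a check of the fit and no part of the design. With the replicate number as a block in the fit, Vcan and Hist1h2bq did not pass (adjusted p = 0.0341 and 0.0237, edgeR's quasi-likelihood test). Chil3 and Msr1 did (adjusted p = 5.98e-05 and 0.00109). Chil3 rose from 6.81 ± 1.92 to 50.2 ± 20.8 CPM (SD, n = 4 per group), a log2 fold change of 2.89 (standard error 0.31), and Msr1 by a log2 fold change of 2.65. The 2 genes called down were Cacna1e (log2 fold change -1.15, standard error 0.21) and Rpgrip1 (log2 fold change -1.13, standard error 0.17), whose exons overlap those of Supt16 on the opposite strand. Cacna1e passed both thresholds in 2 of the 8 fits that left out one sample and Rpgrip1 in 8 of 8. With the replicate block Cacna1e did not pass (adjusted p = 0.013, edgeR's quasi-likelihood test) and Rpgrip1 did (0.00406).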

All the DEG were listed in **Supplementary data**.

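The supplementary list of the study holds 319 genes, 307 up and 12 down, and 312 of them were among the genes tested with edgeR. The direction matched in 312 of these 312, with a median absolute difference of log2 fold change of 0.0066. Both thresholds were passed by 200 of the 319 genes, 198 up and 2 down, and no gene outside the list was called. Of the others, 106 had an adjusted p between 0.01 and 0.05, and 10 had a log2 fold change of 1 or less in size. Of the 12 genes listed as down, Opn3, Ccdc17, Ceacam16, Tmem26, Vmn2r96, Fcamr, AU041133, Cd300e, Col5a3 and Gm2808 were not called with edgeR, at adjusted p-values from 0.01 to 0.0411. All 12 had every stress sample below every control sample. Of these, Gm2808 fell the most, by 2.54 on the log2 scale (standard error 0.67), and had at most 4 counts in any stress sample. Adjusted over the list alone, 12 of the 12 passed, which is not independent evidence since the study chose the list on these samples. Their log2 fold changes were below 0 on every scale tried.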

**Figure 1:**
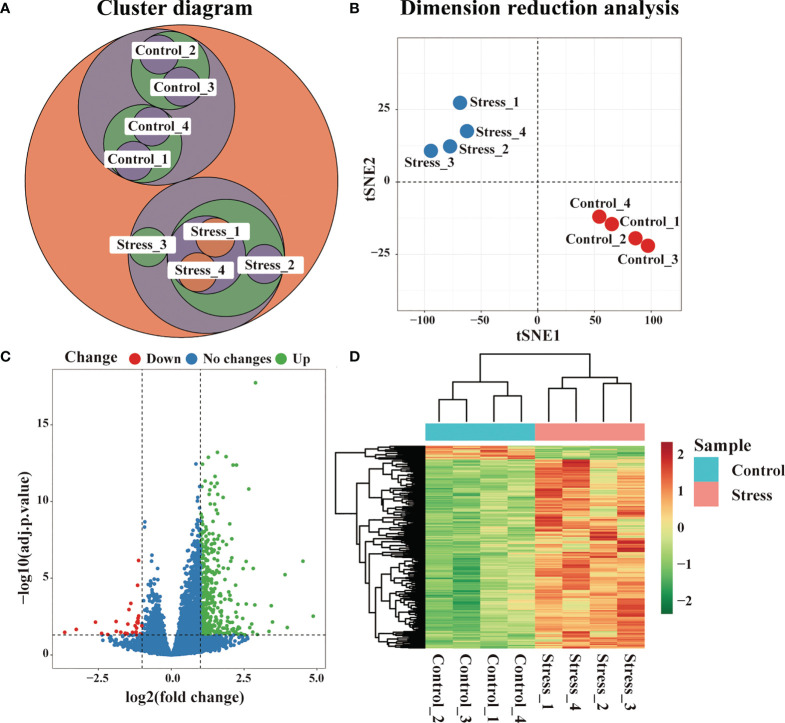
Changes of gene expression profile in peripheral blood of mice under acute stress. After 6 hours of restraint stress (n=4) or no stress (n=4), RNA of peripheral blood was extracted and sequenced, and DEG were further screened. **(A)** Cluster analysis of all samples. **(B)** Dimension reduction analysis of all samples by t-SNE method. **(C)** Difference of gene expression between the stress group and the control group displayed by volcano graph. **(D)** Difference of gene expression between the stress group and the control group displayed by heatmap graph.

### Acute stress affect the gene expression at immune response level

Through the GO enrichment analysis of the whole transcriptome by GSEA, there enriched many gene terms under acute stress. At the level of immune response, the biological processes represented by gene terms mainly involved inflammatory response to wounding, wound healing, defense response to bacterium, acute inflammatory response, chronic inflammatory response, humoral immune response, regulation of inflammation and immune response (**Figure 2A**). 

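The GO terms of the study were not analysed here. In their place, 28 lists of genes written before the data were examined were tested with camera (preset correlation between genes of 0.01) on the edgeR fit, with Benjamini-Hochberg adjustment over the lists. At an adjusted p below 0.05, 17 lists were higher and 1 lower in the stress group than the other genes. The test fry asks whether the genes of a list change at all on the TMM scale, without comparing them with the other genes. With fry, 13 were higher and 2 lower, and with camera's correlation estimated from the data 0 passed (7 higher and 0 lower at an unadjusted p under 0.05). The list of inflammatory response genes had 23 tested genes, of which 18 were higher and 5 lower, with a median log2 fold change of 1.06 (camera, adjusted p = 2.82e-11). In it, 11 genes were called up over all genes tested and 12 when adjusted over the list alone. The DEG table of the study holds 12 of these genes. The wound healing list rose by a median of 1.00, with 15 of 17 genes higher (camera, adjusted p = 1.43e-11). Scaled by total counts alone, the median log2 fold change was 0.26 for inflammatory response and 0.31 for wound healing, both above the typical gene.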

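Of 24 genes for pattern recognition receptors, 20 were higher and 4 lower in the stress group (median log2 fold change 1.03, camera on the edgeR fit, adjusted p = 1.55e-10), and 10 passed both thresholds. Of 17 integrin subunit genes, 12 were higher and 5 lower (median 0.66, adjusted p = 9.29e-04), and 1 was called up. The median of the integrin list was -0.03 when libraries were scaled by total counts, against -0.82 for all tested genes. The list of neutrophil granule proteins had 13 tested genes with a median log2 fold change of 1.21 (adjusted p = 5.30e-11), 11 of them higher.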

The molecules corresponding to these gene terms were mainly distributed in cell membrane, secretory granule, receptor complex, integrin complex and so on (**Figure 2B**), and their functions were mainly related to cell adhesion, integrin binding, glycosaminoglycan binding, receptor ligand activity, cytokine receptor binding, pattern recognition receptor activity, etc. (**Figure 2C**). 

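Within the inflammatory response list 16 genes were higher and 0 lower at an unadjusted p under 0.05. S100a8 rose from 20.6 ± 3.90 to 57.6 ± 12.5 CPM (SD, n = 4 per group), a log2 fold change of 1.49 (standard error 0.17), and S100a9 from 50.4 ± 10.4 to 142.0 ± 29.8 CPM (standard error of its log2 fold change 0.18). Every stress sample lay above every control sample for both (two-sided exact permutation test, p = 0.0286 for a complete separation). Tnf (log2 fold change -0.39, standard error 0.36) and Ccl4 (log2 fold change -0.39, standard error 0.47) were lower by less than their error allows to tell from no change.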

We selected some important gene terms related to immune response and found that all genes in these gene terms showed up-regulated expression (**Figure 2D**). 

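For each sample, the genes of a list were averaged as z-scores of log2 CPM, a measure without a unit in which 0 is the mean of the 8 samples. The inflammatory response score was -0.52 ± 0.21 (SD, n = 4) in the control group and 0.52 ± 0.20 (SD, n = 4) in the stress group, with no overlap (two-sided exact permutation test, p = 0.0286, adjusted over 28 lists 0.0615). With scores from total counts alone the groups did not separate (exact permutation test, p = 0.971). The score of 14 tolerance induction genes was 0.26 ± 0.12 in the control group and -0.26 ± 0.15 in the stress group (SD, n = 4 each), also without overlap (two-sided exact permutation test, p = 0.0286, adjusted 0.0615). Of these 14 genes, 10 were lower, with a median log2 fold change of -0.11, and the list as a whole did not differ from the other genes (camera, adjusted p = 0.231), while fry gave an adjusted p of 0.0121.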

The results of GSVA showed that when compared with control group, some gene terms such as defense response to bacterium, acute/chronic inflammatory response displayed up-regulated expression, while other gene terms such as tolerance induction displayed down-regulated expression in the stress group (**Figure 2E**). Our data suggested that acute stress might trigger inflammatory response to cope with the upcoming unknown threat.

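Gene sets drawn up independently, 17 sets of the Reactome collection, were tested in the same way. Past an adjusted p of 0.05, 5 were higher in the stress group and 0 lower (8 and 0 at an unadjusted p under 0.05). Hemostasis rose in 229 of 327 genes (median log2 fold change 0.30, camera on the edgeR fit, adjusted p = 1.58e-10), platelet activation, signaling and aggregation in 114 of 150 (0.35, adjusted p = 6.54e-12), and integrin cell surface interactions in 30 of 45 (0.43, adjusted p = 0.00193). The complement cascade rose in 7 of 9 genes (1.00, adjusted p = 0.0083), and the innate immune system in 254 of 424, by a median of 0.09 (adjusted p = 0.0136). The adaptive immune system did not pass (median 0.06, adjusted p = 0.288), but with fry it did (adjusted p = 0.00866, against 0.00631 for the innate immune system). On total counts alone, the medians of hemostasis and of the innate immune system were -0.48 and -0.72, and the latter set no longer passed (adjusted p = 0.185). With fry 12 of the 17 sets were higher, and with the estimated correlation 0 passed (4 at an unadjusted p under 0.05). From its data, the paper proposes that an inflammatory response might be triggered by acute stress.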

**Figure 2:**
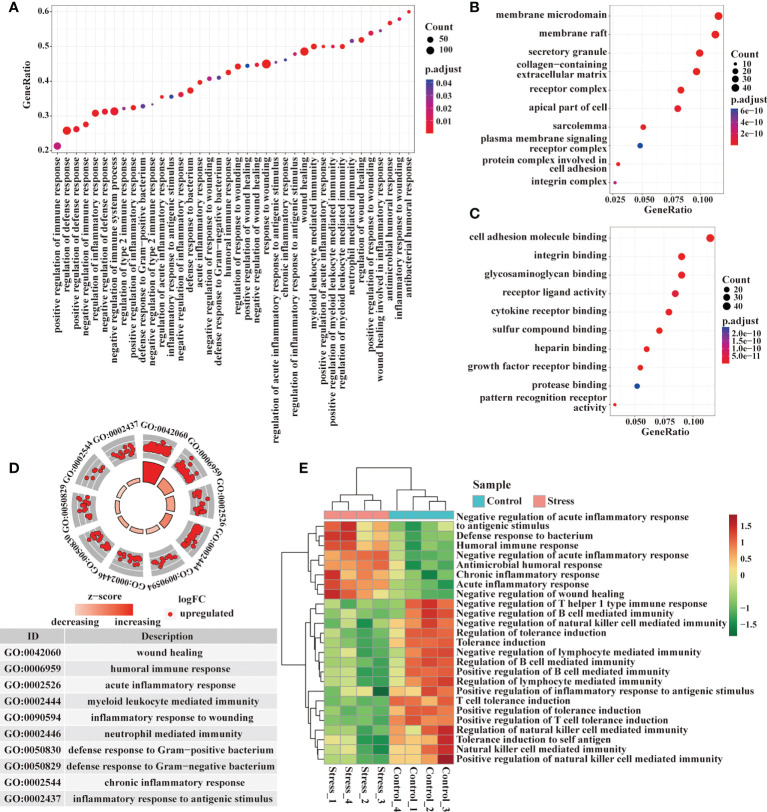
Analysis of gene expression at immune response level by GSEA and GSVA. **(A)** GO enrichment analysis of the whole transcriptome was performed by GSEA, and the biological processes represented by the gene terms were visualized at the immune response level. **(B, C)** Genes from these gene terms were selected for another GO enrichment analysis, and the top 10 CC and MF were visualized. **(D)** Select some important gene terms related to immune response, and then visualize the gene expression. **(E)** Meanwhile, GSVA was performed on RNA-seq, and the differentially expressed gene terms were visualized at the immune response level.

### Acute stress affect the gene expression at immune molecular level

Immune molecules are usually used by immunocytes to interact with each other and exert effects, so we analyzed the enriched gene terms by GSEA at the immune molecular level. The biological processes represented by the enriched gene terms mainly involved cytokine-mediated signal pathway, production of IL-1, IL-6, IL-8, TNF, responses to IL-1, IFN-γ and chemokines, as well as complement activation (**Figure 3A**). 

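Of the cytokines measured in serum, the transcripts of Il6 and Tnf were scarce. Il6 (GRCm38 chromosome 5, 30013114 to 30019981 in the GENCODE M21 annotation) had 0 to 7 counts per control sample and 0 to 2 per stress sample and was not tested, so that a change was not detectable at this depth. Tnf had 22 to 72 counts per control sample and 8 to 27 per stress sample, with an adjusted p of 0.489 (edgeR's quasi-likelihood test). Among 26 cytokine receptor genes, 15 were higher and 11 lower, with a median log2 fold change of 0.18 (camera, adjusted p = 0.0145), and the list no longer passed on total counts alone (adjusted p = 0.0501). The genes of the response to interferon-gamma went both ways, 11 higher and 9 lower of 20 (median 0.08, adjusted p = 0.962).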

The molecules corresponding to these gene terms were mainly distributed in cell membrane, receptor complex, secretory granule, endocytic vesicle, phagocytic vesicle and so on (**Figure 3B**), and their functions were mainly related to the cytokine receptor binding, immune receptor activity, cytokine activity, cell adhesion, glycosaminoglycan binding, cytokine receptor activity, cytokine binding, pattern recognition receptor activation, etc. (**Figure 3C**). In some important gene terms related to immune molecules, all genes showed up-regulated expression (**Figure 3D**), suggesting that acute stress might trigger the mobilization of immune molecules. 

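Of the 108 members of the Reactome set for signaling by interleukins, 97 were tested, and 51 of them were higher and 46 lower in the stress group (median log2 fold change 0.04, camera, adjusted p = 0.137). Interleukin-1 signaling rose in 22 of 40 genes (median 0.04, adjusted p = 0.0842), and chemokine receptors and their chemokines in 16 of 25 (0.25, adjusted p = 0.101). The Toll-like receptor cascades rose in 54 of 101 (0.04, adjusted p = 0.211). On total counts alone the set of chemokine receptors passed as higher than the other genes (adjusted p = 0.00594), and the other 3 did not. With fry, which does not compare a set with the other genes, these 4 sets passed as higher, at adjusted p-values of 0.0343, 0.00631, 0.00631 and 0.0164.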

We further detected the serum proinflammatory cytokines in mice by ELISA. Our data showed that IL-1β and IL-6 increased significantly in the circulation after acute stress, but TNF-α did not change significantly. The promoting effect of acute stress on serum IL-6 was much stronger than that on IL-1β (**Figure 3E**). The results of GSVA showed that when compared with control group, some gene terms such as complement activation and response to chemokine displayed up-regulated expression, while other gene terms such as immunoglobulin production, response to IL-2 and IL-7 displayed down-regulated expression in the stress group (**Figure 3F**).

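Of 13 tested complement genes, 9 were higher and 4 lower, with a median log2 fold change of 0.70, and of -6.17e-05 on total counts alone. The list passed camera narrowly (adjusted p = 0.043) and did not pass with fgsea (0.174) or without stress replicate 4 (0.137). C3 rose from 7.29 ± 1.09 to 21.7 ± 9.37 CPM (SD, n = 4 per group; log2 fold change 1.59, standard error 0.26), Cfp by 1.15 and C5ar1 by 1.19 on the log2 scale. Cr2 and Cd55, which B cells carry, fell by 0.79 and 0.69. The genes of the response to IL-2 and IL-7 were lower in 8 of 12 (median -0.06, camera, adjusted p = 0.53). Of 20 genes listed for immunoglobulin production, 8 were tested and 6 of these were lower (median -0.17, adjusted p = 0.724). The genes of the immunoglobulin constant regions were not analysed here, so the list does not measure the transcripts of antibody chains. Of the genes of both lists, 0 were called, and at an unadjusted p under 0.05 1 was higher and 1 lower for IL-2 and IL-7, and 1 higher and 2 lower for immunoglobulin production.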

**Figure 3:**
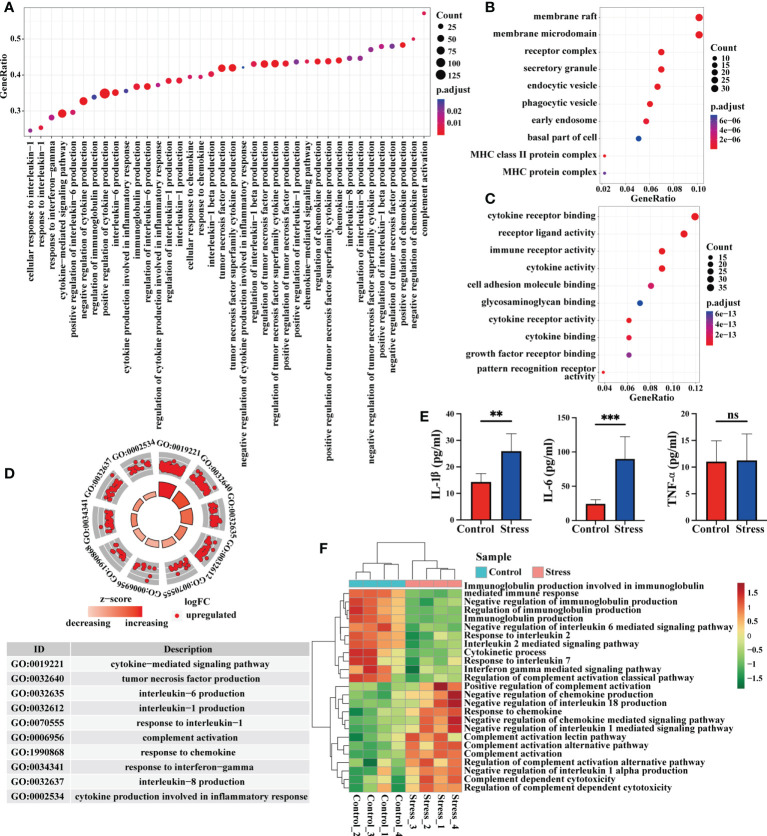
Analysis of gene expression at immune molecular level by GSEA and GSVA. **(A)** GO enrichment analysis of the whole transcriptome was performed by GSEA, and the biological processes represented by the gene terms were visualized at the immune molecular level. **(B, C)** Genes from these gene terms were selected for another GO enrichment analysis, and the top 10 CC and MF were visualized. **(D)** Select some important gene terms related to immune molecules, and then visualize the gene expression. **(E)** Concentration of serum proinflammatory cytokines IL-6, TNF-α and IL-1β were detected by ELISA in mice with or without stress (n=5, per group). **P < 0.01, ***P < 0.001. Means ± SD are shown. Data shown are representative of 2 independent experiments. **(F)** Meanwhile, GSVA was performed on RNA-seq, and the differentially expressed gene terms were visualized at the immune molecular level.

### Acute stress affect the gene expression at the cellular level and the number of blood cells

Immune cells are the core components that reflect the immune function of the body, we thus analyzed the enriched gene terms by GSEA at the cellular level (**Figure 4A**). In terms of cell activation, the biological processes represented by the enriched gene terms mainly involved granulocyte activation, neutrophil activation, neutrophil degranulation, B cell activation, CD4^+^ αβT cell activation, platelet activation and the regulation of cell activation. 

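Of 24 neutrophil marker genes, 24 were higher in the stress group, with a median log2 fold change of 1.42 (camera, adjusted p = 4.47e-27). Their median was 0.70 on total counts alone. Of them, 16 passed both thresholds over all genes tested and 19 when adjusted over the list alone. The DEG table of the study holds 19 of the 24. The smallest p among the markers was that of Clec4d, which rose from 8.20 ± 1.53 to 24.4 ± 4.59 CPM (SD, n = 4 per group; log2 fold change 1.58, standard error 0.16). The 20 platelet markers were higher in 20 of 20, with a median of 0.99 (adjusted p = 1.10e-24), and 9 were called up. F2rl2 (log2 fold change 1.08), P2ry12 (0.97) and Gp1ba (0.90) had the smallest p-values among them. The platelet list had a median of 0.23 on total counts alone.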

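The list for granulocyte differentiation held 15 tested genes, of which 12 were higher and 3 lower in the stress group, with a median log2 fold change of 0.78 (camera on the edgeR fit, adjusted p = 2.19e-05). Of them, 4 were called up. The median was 0.03 on total counts alone.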

In terms of cell development and differentiation, the biological processes represented by the enriched gene terms mainly involved leukocyte differentiation, granulocyte differentiation, regulation of T cell proliferation and regulation of cell differentiation. 

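Among 30 tested genes for receptors of cell migration, 17 were higher and 13 lower in the stress group, with a median log2 fold change of 0.14 (camera, adjusted p = 0.144), and 4 were called up. The 16 markers of classical monocytes were higher in 15, with a median of 1.22 (adjusted p = 2.06e-11). The paper's flow cytometry instead showed fewer monocytes in blood, so the list cannot be read as their number. Of the 16 genes, 6 are also in other lists. F13a1 rose from 48.3 ± 9.17 to 116.2 ± 9.29 CPM (SD, n = 4 per group; log2 fold change 1.27, standard error 0.14) and Lyz2 by a log2 fold change of 1.32, while Ms4a4c was lower by less than its error (log2 fold change -0.10, standard error 0.14). The 15 markers of non-classical monocytes were higher in 6 and lower in 9 (median -0.21, adjusted p = 0.201). Without stress replicate 1 this list passed as lower (adjusted p = 0.0207).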

In terms of cell chemotaxis or migration, the biological processes represented by the enriched gene terms mainly involved granulocyte migration, neutrophil migration, monocyte chemotaxis, mononuclear cell migration and regulation of cell chemotaxis or migration (**Figure 4B**). It was worth noting that genes in the gene terms related to B cell activation and T cell activation showed down-regulated expression (**Figure 4B**). 

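The 20 tested B cell markers were lower in 20 of 20, with a median log2 fold change of -0.43 (camera, adjusted p = 8.39e-09), and 0 were called. At an adjusted p below 0.01 without the fold change threshold 4 were lower (17 at an unadjusted p under 0.05). Cr2 fell from 50.6 ± 6.83 to 29.1 ± 5.41 CPM (SD, n = 4 per group; log2 fold change -0.79, standard error 0.14), Fcer2a by 0.72 and Cd22 by 0.72 on the log2 scale, with every stress sample below every control sample. Cd22 overlaps Gm29439 on the opposite strand. The 24 T cell markers were lower in 18 and higher in 6, with a median of -0.09 (adjusted p = 0.204). Themis (log2 fold change -0.26), Bcl11b (-0.25) and Ubash3a (-0.19) had the smallest p among those lower, and Lat (0.34) and Cd3d (0.15) among those higher, and none of these 5 passed an adjusted p of 0.05. On total counts alone the medians were -1.23 for the B cell markers and -0.92 for the T cell markers, and the latter passed as lower (adjusted p = 0.0394). Without stress replicate 2 it also passed as lower (adjusted p = 0.0303). None of the B cell and T cell genes is in the DEG table of the study.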

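The scores of the cell type lists, averaged as z-scores per sample, separated the groups for some cell types. The neutrophil score was -0.79 ± 0.42 in the control group and 0.79 ± 0.30 in the stress group, and the classical monocyte score -0.61 ± 0.23 and 0.61 ± 0.75 (SD, n = 4 per group; two-sided exact permutation test, p = 0.0286 for each, adjusted over 28 lists 0.0615). The B cell score was 0.71 ± 0.52 and -0.71 ± 0.44 (SD, n = 4 per group; exact permutation test, p = 0.0286). With scores from total counts alone the groups overlapped for neutrophils (p = 0.0571) and classical monocytes (p = 0.514) and did not overlap for B cells, T cells, NK cells and non-classical monocytes, on a scale that puts the median gene at -0.82 (p = 0.0286 each, exact permutation test for all). The T cell score, 0.23 ± 0.29 against -0.23 ± 0.81, and the NK cell score, 0.27 ± 0.68 against -0.27 ± 1.01, overlapped (SD, n = 4 per group; exact permutation test, p = 0.286 and 0.40). Of 18 NK cell markers, 13 were lower and 5 higher, with a median log2 fold change of -0.17 (camera, adjusted p = 0.0845). Without stress replicate 3, whose NK cell score of 1.23 stood apart from the others of its group, the list passed as lower (adjusted p = 4.3e-05). Among the markers lower, Klrk1 (log2 fold change -0.44), Ncr1 (-0.58) and Klrc1 (-0.59) had the smallest p, and Gzma (0.14) and Gzmb (0.09) among those higher.

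**Figure D2:**
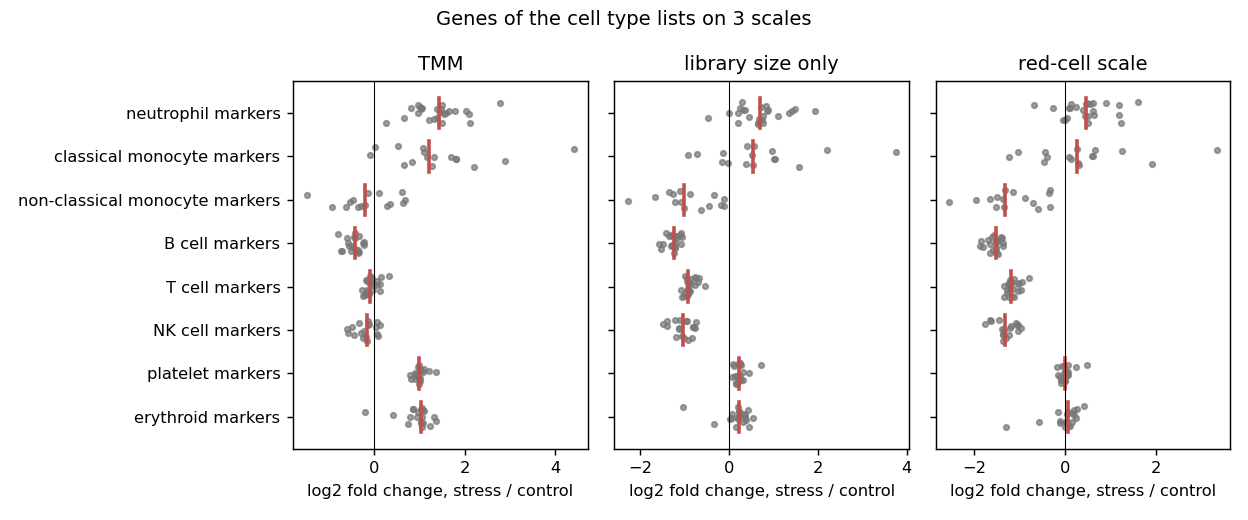
Log2 fold change (stress group over control group) of each gene of the 8 cell type lists, as grey points, with the median of each list as a red bar, on 3 scales (TMM, total counts alone, and a scale set by red-cell genes). The neutrophil list has a median of 1.42, 0.70 and 0.46 on these scales and the B cell list -0.43, -1.23 and -1.53, while the platelet list goes from 0.99 to 0.23 and 0.00.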

The results of GSVA showed that when compared with control group, some gene terms such as neutrophil mediated killing, monocyte activation and chemotaxis displayed up-regulated expression, while other gene terms such as B cell activation and differentiation, T cell activation, differentiation and function, NK cell degranulation, NKT cell differentiation displayed down-regulated expression in the stress group (**Figure 4C**). Flow cytometric analysis showed that acute stress led to a sharp reduction of T cells, B cells, NK cells and monocytes as well as significant increment of neutrophils in peripheral blood (**Figure 4D, E**).

**Figure 4:**
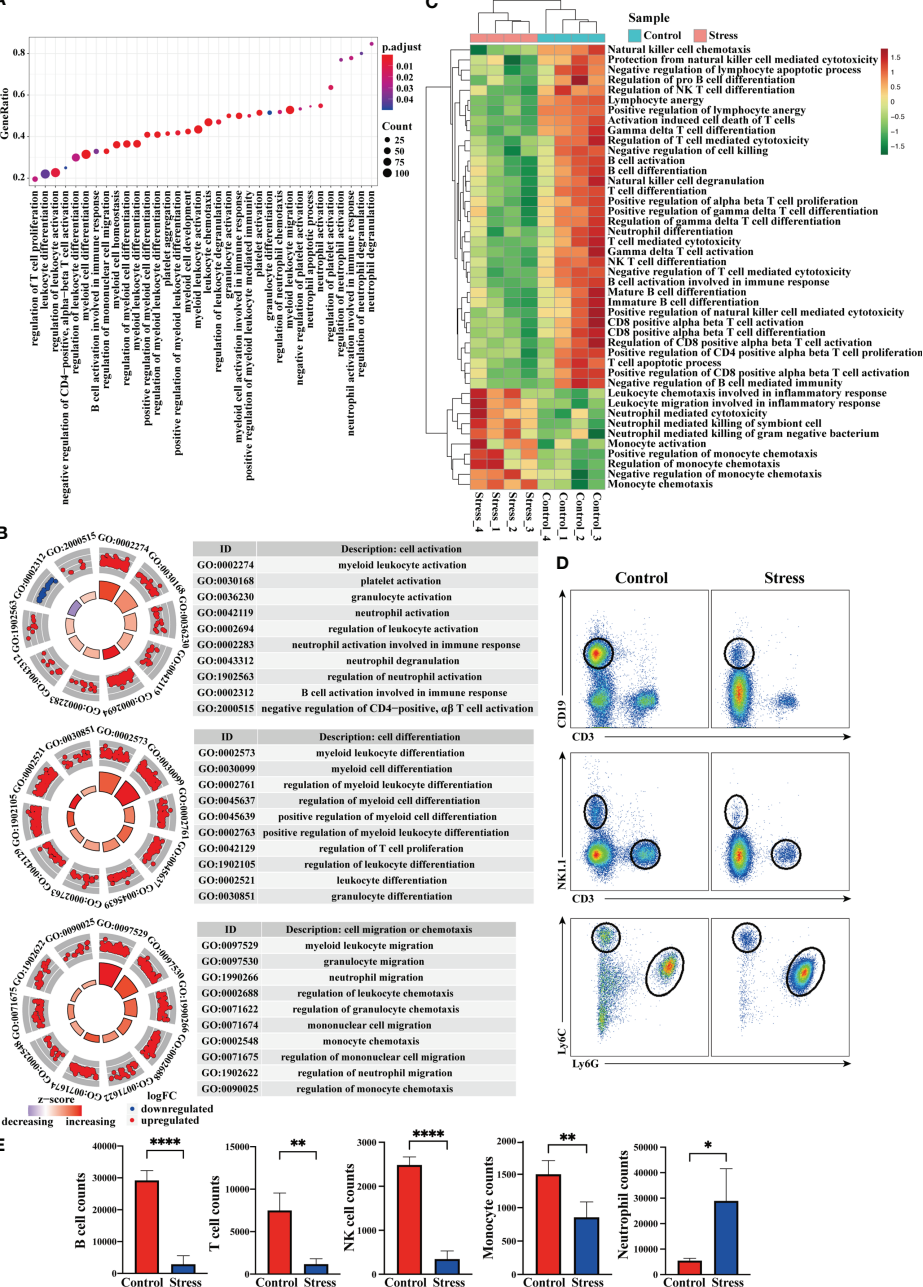
Analysis of gene expression at the cellular level and cell number in peripheral blood. **(A)** GO enrichment analysis of the whole transcriptome was performed through GSEA, and the biological processes represented by enriched gene terms were visualized at the cellular level. **(B)** Select some important gene terms related to cell activation, differentiation and migration, and then visualize the gene expression. **(C)** GSVA was performed on RNA-seq, and the differentially expressed gene terms were visualized at the cellular level. **(D)** At the same time, flow cytometry was used to analyze the changes of immunocytes in the peripheral blood between stress group and control group (n=4, per group). **(E)** Histograms represent the cell number counted by flow cytometry. Data are representative of 3 independent experiments. *P < 0.05, **P < 0.01, ****P < 0.0001. Means ± SD are shown.

### Identifying the hub genes and analyzing migration-related genes from DEG

To further predict the interaction network among the molecules corresponding to the DEG, we performed PPI network analysis online and visualized it using R package ggraph. As predicted, PPI network was full of complex molecular communication (**Figure 5A**). 

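The genes of the network analysis were tested one by one. Tlr2 rose from 3.03 ± 0.564 to 7.43 ± 1.21 CPM (SD, n = 4 per group; log2 fold change 1.29, standard error 0.18, adjusted p = 0.00106 from edgeR's quasi-likelihood test), Fn1 by a log2 fold change of 2.21 (standard error 0.35), Cd14 by 2.51 (0.44), Lgals3 by 1.17 (0.18), Clec7a by 1.22 (0.20), Nlrp3 by 1.40 (0.20) and Fcgr3 by 1.18 (0.16). For Ly6g the log2 fold change was 2.77 (standard error 0.49), from 2 to 18 counts per control sample and 12 to 40 per stress sample, and it has close paralogs whose reads could be split. Vegfa had 10 to 37 and 13 to 48 counts and a log2 fold change of 1.33 (standard error 0.35, adjusted p = 0.0248), which did not pass. The 8 genes other than Il1b and Vegfa passed both thresholds, at log2 fold changes above 0 on every scale tried. Adjusted over the list alone, 10 of the 10 passed, which is not independent evidence since the study chose these genes on these samples. In 5 of the 8 fits that left out one sample Cd14 passed, and in 6 of the 8 Fn1, Clec7a and Ly6g did. With the replicate number as a block Fn1 did not pass (adjusted p = 0.0161), and the other called hub genes did.

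**Figure D3:**
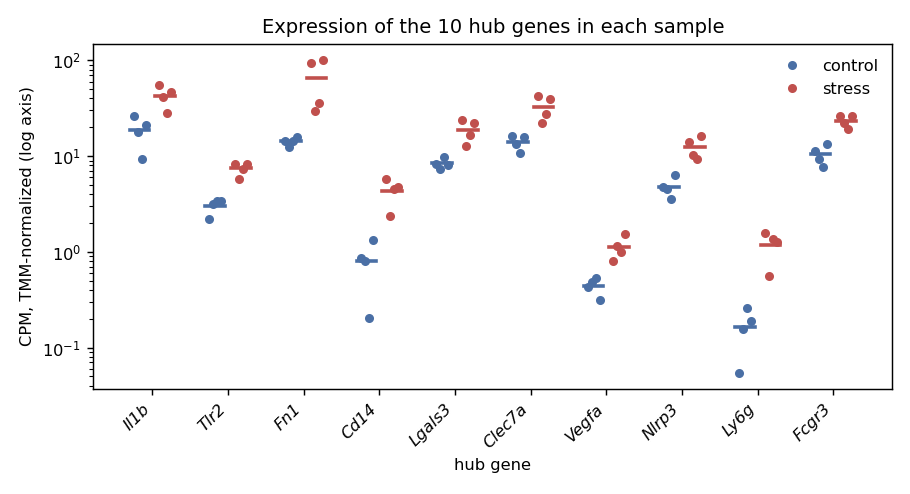
CPM after TMM normalization (log axis) of the 10 hub genes in each of the 4 control and 4 stress samples, with a bar for the mean of each group. For each gene the 4 stress samples sit above the 4 control samples.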

We next imported the PPI network data into Cytoscape software and identified 10 major hub genes containing *Il1b*, *Tlr2*, *Fn1*, *Cd14*, *Lgals3*, *Clec7a*, *Vegfa*, *Nlrp3*, *Ly6g and Fcgr3* (**Figure 5B**). *Il1b* got the highest score among hub genes, and the cytokine encoded by it is crucial for the occurrence of inflammation. 

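Il1b (GRCm38 chromosome 2, 129364570 to 129371139 in the GENCODE M21 annotation, minus strand) overlaps Il1bos on the opposite strand. It rose from 18.6 ± 7.05 to 42.6 ± 11.3 CPM (SD, n = 4 per group), a log2 fold change of 1.20 (standard error 0.28, adjusted p = 0.0151 from edgeR's quasi-likelihood test), which did not pass the adjusted p threshold. Every stress sample lay above every control sample (two-sided exact permutation test, p = 0.0286). With DESeq2 it passed (adjusted p = 5.51e-04). In the 8 fits that left out one sample, the log2 fold change stayed between 0.98 and 1.41 and passed in 1. It was 0.55 on total counts alone. The score by which the paper ranks the gene comes from the interaction network, which was not analysed here.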

We further used the MCODE plug-in to calculate and screen the co-expression module containing *Il1b*. 

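The 8 genes of the module that holds Il1b were Il1rn, Ccr1, Cxcr2, Mefv, Cd80, Fpr1 and Fpr2 beside it. In each of the 8, every stress sample lay above every control sample. Il1rn rose by a log2 fold change of 1.26 (standard error 0.22), Mefv by 1.39 (0.23), Fpr1 by 1.39 (0.25) and Fpr2 by 1.54 (0.28), of which Fpr1 and Fpr2 are neighbouring paralogs on chromosome 17 and Fpr2 shares exons with Fpr3, so their counts could be split. Cd80, at 33 to 58 counts per control sample and 24 to 65 per stress sample, had a log2 fold change of 1.00 (standard error 0.26, adjusted p = 0.0219 from edgeR's quasi-likelihood test) and did not pass. Both thresholds were passed by 6 of the 8 genes over all genes tested, and by 8 when adjusted over the list alone, which is not independent evidence since the study chose them on these samples. All 8 had a log2 fold change above 0 on total counts alone. Of the 8 fits that left out one sample, Fpr2 passed in 3, Fpr1 in 4, Il1rn and Cxcr2 in 5, and Mefv and Ccr1 in 7.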

As shown in **Figure 6C**, there were 8 up-regulated genes in the module including *Il1b*, *Il1rn*, *Ccr1*, *Cxcr2*, *Mefv*, *Cd80*, *Fpr1* and *Fpr2* (**Figure 5C**). *Ccr1* and *Ccr2* have been known to be related to cell migration and chemotaxis. Considering the fact that peripheral blood immune cells need to cross blood vessels to play a role in tissues, we analyzed the differential expression of known genes related to cell migration. 

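Ccr1 (GRCm38 chromosome 9, 123962124 to 123968692 in the GENCODE M21 annotation), Xcr1 (123852315 to 123862029) and Ccr2 (124101950 to 124113557) lie in one region of chromosome 9, and Cxcr2 lies on chromosome 1 (74153989 to 74161246). Ccr1 rose from 8.75 ± 3.21 to 26.4 ± 6.16 CPM (SD, n = 4 per group; log2 fold change 1.61, standard error 0.25, adjusted p = 0.00244 from edgeR's quasi-likelihood test). Cxcr2 rose from 24.7 ± 7.64 to 61.6 ± 14.1 CPM (log2 fold change 1.32, standard error 0.23), and Xcr1, at 38 to 64 counts per control sample and 50 to 90 per stress sample, by a log2 fold change of 1.48 (standard error 0.29). Xcr1 passed in 4 of the 8 fits that left out one sample and not with the replicate as a block (adjusted p = 0.0156). Ccr2 rose by 1.70 (standard error 0.34, adjusted p = 0.00745), but its groups overlapped and it passed in 1 of the 8 fits that left out one sample. Ccr2 did not pass with limma-voom or with upper-quartile normalization (log2 fold change 1.54 and 1.68). With the block it did not pass either (log2 fold change 1.55, adjusted p = 0.0502). All 4 rose on total counts alone, from 0.66 for Xcr1 to 0.96 for Ccr2. Of the other genes labelled in Figure 5D, S1pr3 had 4 to 31 counts per control sample and 2 to 4 per stress sample and was not tested, and none of the other 9 was called. Ackr1 (log2 fold change 1.37), Ccrl2 (1.03), Cxcr1 (0.96), S1pr2 (0.71) and Itgam (0.66) were higher, with adjusted p-values from 0.0538 to 0.195. Without control replicate 1, whose CPM of 13.1 stood apart from the others of its group, Ackr1 was called (log2 fold change 2.28). Cxcr5 (-0.51), Ccr6 (-0.65), Itgax (-0.41) and S1pr1 (-0.21) were lower, with adjusted p-values from 0.0356 to 0.223. S1pr2 and Itgam were at -0.01 and -6.17e-05 on total counts alone, where the median gene was at -0.82.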

As shown in **Figure 5D** and **Figure 5E**, the expression of *Ccr1*, *Ccr2*, *Xcr1* and *Cxcr2* was up-regulated in the stress group as compared to the control group, suggesting that they played an important role in the migration of immune cells to tissues with emergency under acute stress.

**Figure 5:**
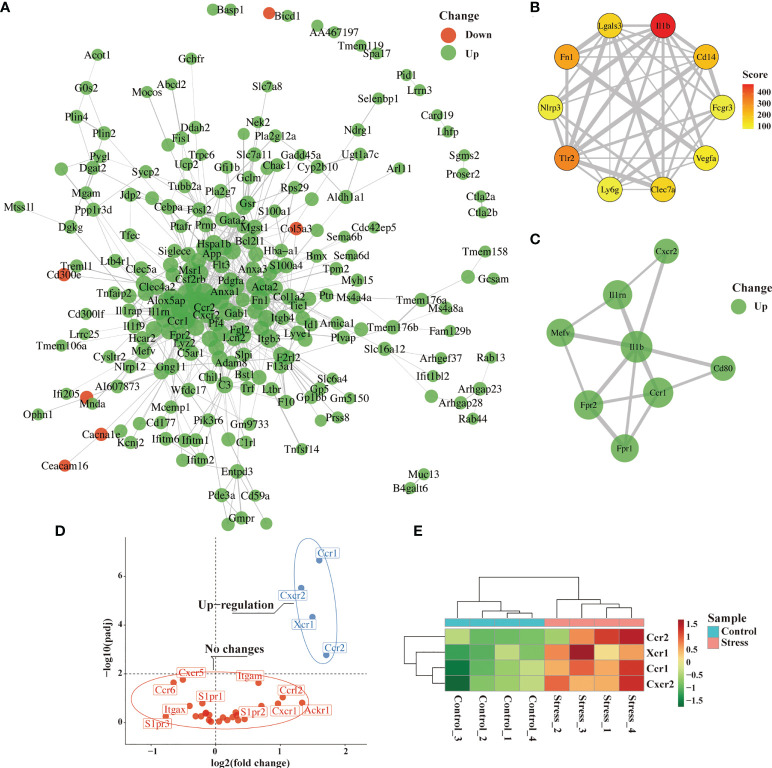
Identification of hub genes and analysis of migration-related genes from DEG. After 6 hours of restraint stress or no stress (n=4, per group), RNA extracted from peripheral blood was sequenced and analyzed. **(A)** The selected DEG were used for PPI network analysis online. **(B, C)** Hub gene and modules were screened from PPI network through Cytoscape software. **(D, E)** Genes related to cell migration or chemotaxis were analyzed and visualized by volcano graph and heatmap graph.

**Figure 6:**
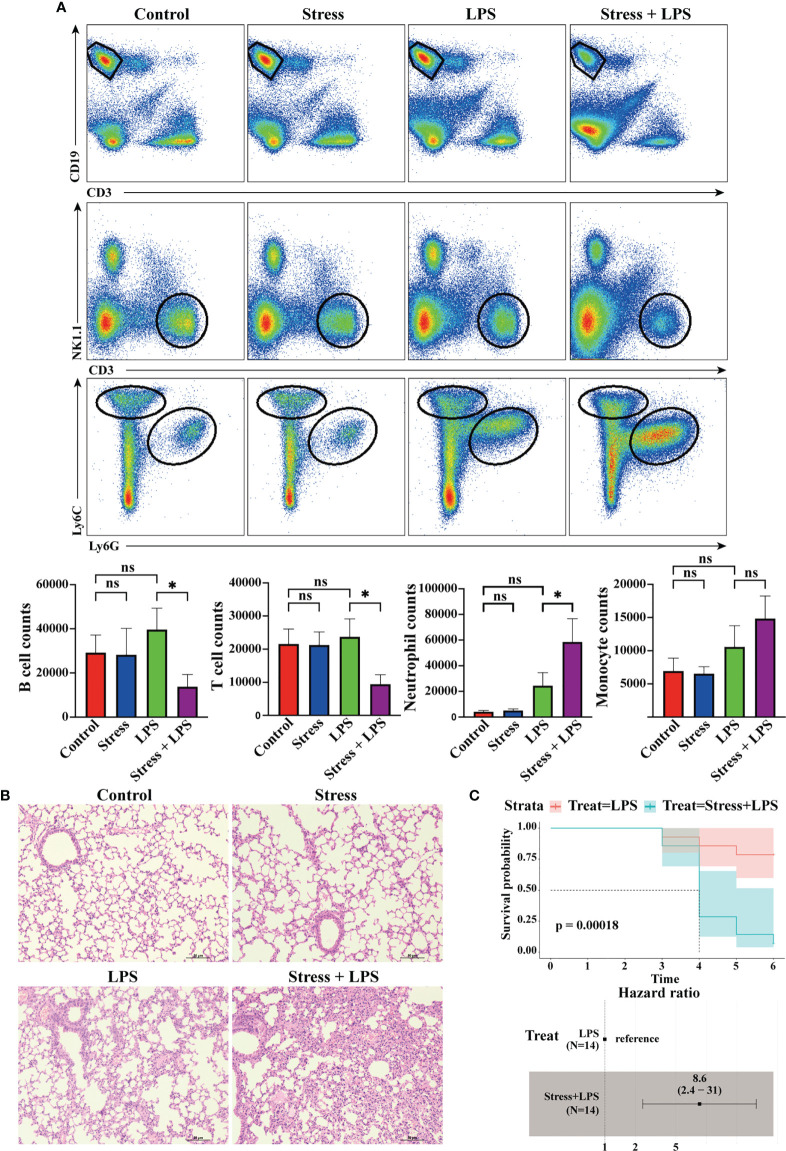
Acute stress caused excessive lung inflammation in LPS-treated mice. Mice were intraperitoneally injected with LPS after 6 hours of restraint stress or no stress. **(A)** 48 hours later, the inflammatory cells infiltrated in the lungs were detected by flow cytometry (n=4, per group). Histograms represent the cell number counted by flow cytometry. **(B)** Meanwhile, lungs were sectioned and stained with H&E to observe the pathological changes. **(C)** Mice received LPS stimulation with or without restraint stress every day, and the mortality and hazard ratio were calculated (n=4, per group). *P < 0.05, Means ± SD are shown. Data are representative of 3 independent experiments. ns, no significance.

### Acute stress leads to excessive lung inflammation in LPS-treated mice

The above bioinformatics analysis showed that acute stress could affect the gene expression profile of peripheral blood cells. Among these cells, myeloid cells other than lymphoid cells seemed to be ready to migrate from blood vessels to tissues to participate in inflammation. We tested this hypothesis. As shown in **Figure 6A**, LPS was injected intraperitoneally into mice to simulate microbial infection. 48 hours later, a lot of neutrophils and monocytes infiltrated into the lungs, but this phenomenon was not found in mice with simple acute stress. If LPS stimulation was performed after restrain stress, only neutrophil infiltration into the lung was further enhanced, while T cells and B cells showed a trend of decreased infiltration. We also performed H&E staining on lung tissue to assess the severity of pneumonia. The results showed that lungs of mice with LPS stimulation were characterized by inflammatory cell infiltration into alveolar interstitium, thickened alveolar walls and fluid exudation into alveoli. Such pathological changes were not found in the control group and stress group. Surprisingly, acute stress followed by LPS stimulation caused more serious pneumonia (**Figure 6B**). If mice received daily LPS stimulation, they would die occasionally. If LPS stimulation was performed after stress, the mortality of mice began to increase significantly after 4 days. The hazard ratio of mouse mortality under stress was 8.6 (**Figure 6C**). These data showed that acute stress led to an inflammatory state characterized by neutrophil mediated reaction, and repeated acute stress was harmful to the health of mice.

## Discussion

As we all know, chronic or long-term stress has many adverse effects on health (4, 5, 26). Acute or short-term stress could improve mobility and responsiveness for battle or flight, so as to promote the survival of life (14). Both acute and chronic stress affect the occurrence, progression, and outcome of diseases through the neuroendocrine-immune axis (15, 27). Although chronic stress seems to be more closely related to disease, immune changes caused by acute stress are often the basis of biological effects caused by chronic stress. Exploring the regulation of acute stress on the immune system not only helps to deeply understand the initiation of stress response, but also helps to explain how chronic stress affects the progress of disease. Previous studies have reported that acute stress could enhance the body’s immune response (16, 28, 29), but the characteristics of the immune response have not been described in detail.

Most immune cells are transported to tissues and organs through the circulatory system after they mature from bone marrow or thymus. Therefore, detecting the changes of peripheral blood immune cells could better reflect the impact of acute stress on the immune system. To avoid the problem of insufficient information obtained by traditional detection methods, we sequenced RNA extracted from peripheral blood to obtain biological big data, and then performed bioinformatics analysis. We found that 6 hours of restraint stress was enough to change the gene expression profile of peripheral blood immune cells, and most of DEG displayed up-regulated expression. The gene terms enriched by GSEA and GSVA were mainly related to inflammation, defense response, inflammatory response to wounding, pro-inflammatory cytokine production and so on. The core of these data was that acute stress may trigger an inflammatory state. This opinion was supported by the increase of serum proinflammatory cytokines after acute stress. Our results are consistent with previous literature that IL-6 is the dominant cytokine induced by acute stress in mice in the circulation (30). Similarly, a meta-analysis of several studies also showed that IL-6, TNF-α, and IL-1-β secretion were increased in response to acute stress in human (29). Among the 10 hub genes screened from PPI network, *Ilb* encodes one important pro-inflammatory cytokine, which is crucial for the occurrence of inflammation (31). *Tlr2*, *Cd14*, *Nlrp3* and *Clec7a* are involved in the signal pathways mediated by pattern recognition receptors, thus participating in the recognition of pathogenic microorganisms (32–35). *Fn1* is a fibrinogen-encoding gene and *Vegfa* is a growth factor-encoding gene, they are involved in the wound healing (36). *Lgals3* is a gene encoding Galectin-3, which has been considered as a modifier of anti-microbial immunity (37). *Ly6g*-encoded Ly6G has been regarded as neutrophil-specific marker in mice (38), suggesting an important participant of neutrophils in acute stress-induced response. *Fcgr3* is a gene encoding a receptor that binds IgG with high affinity and participates in IgG-mediated biological activity (39). Our results supported the previous hypothesis that acute or short-term stress prepares the immune system to respond to possible challenges such as injury or infection caused by stressors (such as predators, or modern medical/surgical procedures) (28, 40).

We evaluated the gene terms enriched by GSEA and GSVA in three aspects including cell activation, differentiation and chemotaxis. Obviously, acute stress enhanced the activation, differentiation and migration of granulocytes, especially neutrophils. However, the activation and differentiation of B cells and T cells were weakened under acute stress. Our data suggested that granulocytes were more active in the response induced by acute stress. Correspondingly, acute stress led to a significant decrease of T cells and B cells and a significant increase of neutrophils in peripheral blood, which supported our hypothesis. This phenomenon did not depend on the gender of mice (data not shown). Even in humans, the changes of immune cell populations in peripheral blood caused by acute stress are similar to those in mice (41). We agree with the opinion that stress response is a non-specific response of the body to stressors. In addition, previous studies have shown that acute stress could trigger the redistribution of immune cells in the body, in which hormones played an important regulatory role (42, 43). Our results showed that some DEG were involved in the process of granulocyte differentiation, which suggested that modifying the development and differentiation of different cell populations may be one of the reasons for the changes of peripheral blood cells under acute stress. This conjecture was supported by the analysis of hematopoietic stem and progenitor cells in the bone marrow under acute stress. We found that granulocyte-macrophage progenitor cells (GMP) increased in the bone marrow during acute stress (**Supplementary Figure 2**). Since GMP is the progenitor of granulocytes, the increase in its number under acute stress may lead to the generation of more neutrophils, which are then released into the peripheral blood.

The terminal site where immune cells play a role are usually tissues and organs. After infection or injury, tissues will release chemokines, which quickly attract and recruit immune cells from adjacent blood vessels (44). Under acute stress, we found that the enriched gene terms involved in cell chemotaxis or migration were mainly related to granulocytes and monocytes but not T cells and B cells. This highly suggested that acute stress prepares innate immune cells in peripheral blood to infiltrate into tissues with emergency. For cell migration, chemokines released by infected or damaged tissues determine the destination of cell migration, while the expression of chemokine receptors determines which cell types need to migrate (45). Our data showed that the expression of chemokine receptor-encoding genes including *Ccr1*, *Ccr2*, *Cxcr2* and *Xcr1* in the stress group was significantly higher than that in the control group. *Ccr1*-encoded CCR1 and *Cxcr2*-encoded CXCR2 are mainly expressed in neutrophils, and *Ccr2*-encoded CCR2 is mainly expressed in monocytes in the blood (46–48). This suggested that acute stress will mobilize peripheral blood neutrophils and monocytes to migrate to infected or injured tissues. To test the hypothesis, it is a good choice to take the inflammatory model as an amplifier. It was well known that peritoneal injection of LPS could induced system inflammation. Considering that the effect of acute stress gradually attenuates with the removal of the stressor, we detected the pathological status and immune cell infiltration of lung tissue on day 2 after LPS administration. Not surprisingly, LPS treatment led to obvious inflammatory pathological changes in the lungs of mice, and myeloid cells rather than lymphocytes were mainly accumulated in the lungs. Our data was consistent with previous studies that lymphocytes obviously infiltrated into lung tissue on day 4 after LPS treatment, while neutrophils and monocytes migrated to the lung earlier than lymphocytes (49, 50). This reflected the different migration speeds of different immune cell populations to inflammatory tissues. The opinion was supported in our previous study on LPS-induced neuroinflammation (51). Interestingly, if mice with acute inflammation were under acute stress, only neutrophil infiltration into lung tissue was enhanced. So, it was obvious that innate immune cells dominated by neutrophils played a central role in the inflammatory state caused by acute stress.

Although bioinformatics analysis has many advantages, its results need to be verified by experiments. Through a series of analysis strategies, we gradually guided the analysis results to the immune cell populations. Therefore, our validations were not for some genes, but for certain cell populations and pathological states. The reason why we did not pay attention to T cells and B cells was that their numbers in the peripheral blood are decreasing. In fact, lymphocytes in multiple organs showed a decreasing trend, and many of them migrated to the bone marrow (**Supplementary Figure 3**).

In LPS-induced systemic inflammation, repeated acute stress and LPS injection increased the risk of death in mice, which was consistent with the understanding that chronic stress was usually harmful to health. But what is the significance of acute stress-aggravated pneumonia? We could explain that excessive inflammation may be an important factor in promoting the death of mice, or we think that enhanced inflammation is a powerful tool against infection. Under acute stress, LPS-induced pneumonia seemed to be dominated by innate immunity represented by neutrophils, while adaptive immunity represented by T cells and B cells was in a contracting state. Previous data have shown that chronic restraint stress promoted lymphocyte apoptosis (18) and even weakened autoimmune diseases such as EAE (42). These data were consistent with our findings that acute restraint stress led to the reduction of peripheral blood lymphocytes. So, chronic stress effects may be the continuation and accumulation of acute stress effects. However, in other stress models, chronic stress could aggravate autoimmune diseases such as inflammatory bowel disease (52, 53). The regulation of immune system by chronic stress and acute stress may be very different. So, there is a significant gap in our understanding of the transitional phase between acute and chronic stress, studies on repeated acute stress might help fill this gap (54).

Altogether, our data showed that acute stress led to rapid mobilization of the immune system, and the body presented an inflammatory state dominated by innate immune response represented by neutrophils.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Ethics statement

The animal study was reviewed and approved by the Laboratory Animal Care Committee of Shandong First Medical University & Shandong Academy of Medical Sciences.

## Author contributions

HH designed the experiments; HH and LK wrote the manuscript and WS revised the manuscript. LT and NC performed bioinformatics analysis. YZ, JH and YL made animal model of disease and extracted RNA from blood. SY and YL performed flow cytometric analysis. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by grants from the National Natural Science Foundation of China (81971553, 82271803, 81971512), Shandong Introduction and Education Program of Yong Innovative Talents (rcjf005), Shandong Provincial key research and development program (2019GSF108256) and Shandong medical and health science and technology development project (2016WS0594).

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Acute stress induces an inflammation dominated by innate immunity represented by neutrophils in mice
**Source:** Front Immunol. 2022 Sep 29;13:1014296. doi: 10.3389/fimmu.2022.1014296
**Supplement:** Supplementary file 2

Supplementary Figures

**Supplementary Figure 1.** Flow cytometry gating strategy for identifying immune cell populations.

**Supplementary Figure 2.** Analysis hematopoietic stem and progenitor cells under acute stress. After 6 hours of restraint stress (n=4) or no stress (n=4), bone marrow from mice were harvested for flow cytometric analysis. (A) Flow cytometry gating strategy for hematopoietic stem and progenitor cells. (B) Cell counts of granulocyte-macrophage progenitor (GMP), monocyte-DC progenitors (MDP) and common lymphoid progenitor (CLP) in the bone marrow. *P < 0.05, **P < 0.01. Means ± SD are shown. Data shown are representative of at least 2 independent experiments.

**Supplementary Figure 3.** Lymphocytes migrate to the bone marrow under acute stress. (A) After 6 hours of restraint stress (n=4) or no stress (n=4), single cell suspensions were acquired from spleen, liver, lung, lamina propria of small intestine (SI LP), lamina propria of large intestine (LI LP), thymus and bone marrow, followed by flow cytometric analysis. (B) Wild type CD45.2^+^ C57BL/6 mice received splenocytes (2.7×10^7^) from CD45.1^+^ congenic strain followed by restraint stress or no stress via tail vein. Six hours later, flow cytometry was used to detect the transferred cells in the bone marrow. Experimental design and flow cytometry gating strategy are shown. (C) The migration of adoptively transferred T cells and B cells to bone marrow in the stress group and the control group. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Means ± SD are shown. Data shown are representative of at least 2 independent experiments.

How the deposited data were processed for this re-analysis (not part of the article)

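RNA from whole peripheral blood was sequenced in 4 control and 4 stress samples, one library per mouse. The authors deposited raw read counts per gene symbol, with one column per sample and no normalization. How they aligned and counted the reads is not named in the paper's text, and neither are the genome build, the annotation, the strand setting and any filter. The deposited log2 fold changes and adjusted p-values of the study's supplementary DEG list, made by the authors with DESeq2, were used for comparison only. Of 21878 symbols, 20461 were matched to RefSeq symbols, 883 of them through a synonym, and 21103 to the GENCODE M21 annotation of GRCm38, from which all coordinates come.

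Genes with at least 10 counts in at least 4 samples were tested, which left 11718 genes, and the median count of a tested gene was 341 in the control group and 168 in the stress group (medians over samples). The fit used R 4.3.3 and edgeR 4.0.16 with TMM normalization, the robust quasi-likelihood test and Benjamini-Hochberg adjustment. A gene was called at an absolute log2 fold change above 1 and an adjusted p below 0.01, the thresholds of the study. CPM values were scaled by the TMM-normalized library size. On simulated data made from the real samples, edgeR recovered 187 of 200 genes changed by a log2 fold change of 2 among 11472 tested genes, with 0 false calls, and 4.91% of unchanged genes had an unadjusted p under 0.05. In these data fry gave an unadjusted p under 0.05 in 13 of 200 lists without a change and camera in 0. The simulated genes were drawn independently and the lists at random. This check therefore cannot show how either test behaves where the genes of a list vary together.

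The 28 gene lists, the choice of tests, the thresholds and most alternatives were set before the data were examined. The lists cover 8 cell types, the processes named in the paper, hypotheses (glucocorticoid-induced genes, heat shock genes, interferon-stimulated genes, cell cycle) and technical groups (ribosomal proteins, oxidative phosphorylation, histones). They were tested with camera from limma 3.58.1 at a correlation of 0.01, with per-sample z-scores beside it, as were 17 Reactome sets shipped with fgsea 1.28.0. Lists share genes, such as 16 of the 24 neutrophil markers. The cell cycle list did not pass (median log2 fold change 0.39, camera, adjusted p = 0.142). Exact permutation tests ran over all 70 assignments of the 8 samples, so that 0.0286 is the smallest p.

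Genes were named by a fixed rule. It covers the genes named in the paper's results for these samples, the called genes with the largest changes in each direction whose groups did not overlap (up to 5), and the genes of the supplementary list given as down that were not called. It also covers up to 3 genes of a list with the smallest p in its direction and up to 2 in the other, the genes labelled in Figure 5D, the genes of the cytokines measured in serum, and the haemoglobin genes with any gene above 5% of a sample.

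The alternatives were DESeq2 1.42.0, limma-voom, a test against a fold change of 2 (glmTreat), other normalizations, other count filters, an adjusted p below 0.05, leaving out the haemoglobin genes, a replicate block and leaving out each sample in turn. For the lists they were fry, fgsea, an estimated correlation and leaving out the DEG of the study, and for the clustering other distances, linkages and gene sets and t-SNE with Rtsne 0.17. Offsets for transcript length and GC content used lowess with a span of 0.3. The GO terms, GSVA, the interaction network and the data from ELISA, flow cytometry and lung tissue were not analysed here.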

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

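All tests of explanations in this part were chosen only after the results were seen. In 162 groups of 4 samples, 8 held a sample whose gap to the others exceeded Dixon's 95% critical value for 4 samples, against 8.1 groups given by chance, so these samples are what chance gives and no biological explanation was tested for them. The mean z-score of the non-classical monocyte markers was 0.571 in stress replicate 1, against -0.473 to -0.323 in the others of its group. For the NK cell markers it was 1.23 in stress replicate 3, against -0.994 to -0.643. By CPM, Il1rn was at 12.6 in stress replicate 4 (others 6.77 to 7.74), Mefv at 3.19 in control replicate 4 (others 2.04 to 2.17), Ccr2 at 16.9 in control replicate 3 (others 10.7 to 11.5) and Msr1 at 0.737 in control replicate 3 (others 0.598 to 0.600). Ackr1 stood apart in both groups, at 13.1 in control replicate 1 (others 1.82 to 3.69) and at 7.51 in stress replicate 3 (others 15.1 to 16.5).

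Among gene lists that the paper does not discuss, 6 were higher in the stress group than the other genes. The erythroid markers had a median log2 fold change of 1.04, with 19 of 20 genes higher (camera, adjusted p = 7.28e-07), though the scores per sample overlapped between the groups (exact permutation test, p = 0.0857). With the share of counts outside the haemoglobin genes as a covariate the list did not pass (adjusted p = 0.291), but this share goes with the group and with the red cells themselves, so the red-cell share of the blood RNA and the stress cannot be told apart. Thinning the counts outside the haemoglobin genes to equal totals left the list past its threshold (adjusted p = 2.5e-05), as did an offset for transcript length (1.15e-05), which argues against depth or length as the whole cause. The median was 0.24 on total counts alone.

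The interferon-stimulated genes had a median log2 fold change of 0.44, with 16 of 18 higher (camera, adjusted p = 0.00179), and the histone genes 0.86, with 9 of 10 higher (adjusted p = 3.45e-05). Both passed with the haemoglobin covariate (adjusted p = 0.00742 and 0.00544) after thinning (0.00239 and 9.6e-06) and with the length offset (0.00959 and 0.00225), which argues against each of these as the whole cause. Histone genes have near-identical copies whose reads can be split, and this was not tested. Their medians were -0.32 and 0.08 on total counts alone. The scores per sample overlapped for the interferon-stimulated genes (exact permutation test, p = 0.114) and did not for the histone genes (p = 0.0286). A change in the mixture of cells stays open for both.

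The genes of oxidative phosphorylation had a median of 0.73, with 20 of 20 higher (camera, adjusted p = 2.16e-07), and those of ribosomal proteins 0.33, with 22 of 24 higher (adjusted p = 0.0144). After thinning both passed (adjusted p = 2.98e-07 and 0.0174), and with the haemoglobin covariate neither did (0.164 and 0.142), so the share of red-cell RNA and the stress cannot be told apart for them. With the length offset the genes of oxidative phosphorylation passed (adjusted p = 4.31e-04), and the ribosomal proteins did not (median 0.13, adjusted p = 0.437), which leaves transcript length open for the latter. The scores per sample did not overlap for oxidative phosphorylation (exact permutation test, p = 0.0286) and did for the ribosomal proteins (p = 0.286), whose score was 1.86 in stress replicate 3 and -0.57 to 0.56 in the others of its group. Without stress replicate 3 the ribosomal list did not pass (median 0.15, adjusted p = 0.218). The heat shock genes had a median of 0.42, with 10 of 11 higher (adjusted p = 0.0449), and passed neither with the covariate (0.249) nor after thinning (0.0905) or with the length offset (0.0819), which leaves depth, the red-cell share, transcript length and the stress open. Its scores per sample overlapped (exact permutation test, p = 0.0857), at 1.52 in stress replicate 2 and -0.14 to 0.29 in the others of its group, and the list did not pass without stress replicate 2 (median 0.21, adjusted p = 0.256) or without control replicate 1 (0.116). The Reactome set for the cellular response to heat stress went the other way, with 45 of 71 genes lower (median -0.11, camera, adjusted p = 0.144). The medians of these 3 lists were -0.09, -0.53 and -0.39 on total counts alone.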

How the results depend on the processing

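The scales set by red-cell genes, by total counts outside the haemoglobin genes, by the haemoglobin covariate, by offsets for length and GC content and by thinning were chosen after seeing the data, as was total counts alone for the Reactome sets. Where no cause is given, the cause was not tested.

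The numbers of genes called up and down were 307 and 12 with DESeq2, 0 and 0 with glmTreat against a fold change of 2 (165 genes at an unadjusted p under 0.05), 14 and 728 on total counts alone, and 337 and 20 at an adjusted p below 0.05. They were 2 and 12 on the red-cell scale, 57 and 137 on total counts outside the haemoglobin genes, and 14 and 0 with the haemoglobin covariate (1617 genes at an unadjusted p under 0.05). The number called down was also 4 with upper-quartile normalization, 4 without a count filter, 1 with the replicate block, 1 with the length offset and 4 after thinning outside the haemoglobin genes. At any fold change, the genes higher and lower were 1005 and 213 with DESeq2, 0 and 0 with glmTreat, 14 and 736 on total counts alone, 1222 and 432 at an adjusted p below 0.05, 2 and 12 on the red-cell scale, 106 and 803 on total counts outside the haemoglobin genes, and 15 and 0 with the covariate. Those lower were also 68 with upper-quartile normalization, 78 without a count filter, 10 with the block and 78 with the length offset. Of the study's list, 319 genes were called with DESeq2, 0 with glmTreat, 26 on total counts alone, 301 at an adjusted p below 0.05, 8 on the red-cell scale, 69 on total counts outside the haemoglobin genes and 13 with the covariate. The thresholds of glmTreat and of the adjusted p change these counts by construction.

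Across the 8 fits that each left out one sample, 76 (without control replicate 2) to 338 (without control replicate 4) genes were called up and 1 to 8 (without stress replicate 4) down. At any fold change 146 to 604 were higher and 4 to 100 lower, and 76 to 210 genes of the study's list were called. Fewer samples lower the number of calls by construction, which leaves the higher counts without a tested cause.

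The number of samples in the cluster of their group was 8 with Pearson's correlation, 8 with at least 10 counts in every sample, 8 with t-SNE and 8 after thinning outside the haemoglobin genes, but 5 with average linkage, 5 with the 500 most variable genes, 5 without the haemoglobin genes and 6 with log2(CPM + 1). With one sample left out, 4 to 7 of 7 samples were in the cluster of their group, and 7 without stress replicate 3 or stress replicate 4. The exact permutation p of the separation was 0.0571 with log2(CPM + 1), and 0.0286 to 0.0857 (without control replicate 3) with one sample left out.

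Relative to the median of all genes, the list medians were 1.45 for neutrophils, -0.41 for B cells and 1.09 for inflammatory response, and with camera's estimated correlation none of these passed (adjusted p = 0.0988, 0.232 and 0.0988), while all 3 passed with fry. The inflammatory response list without the DEG of the study was at 0.043 (adjusted p = 0.305), with 11 genes left. Since the genes taken out were chosen for their change in these samples, such a loss follows from the choice and says nothing about a list. With the haemoglobin covariate the glucocorticoid list turned to -0.10 and the ribosomal list to -0.072. With one sample left out, the list of the response to interferon-gamma ran from -0.049 (without stress replicate 1) to 0.14 and the glucocorticoid list from -0.043 (without control replicate 3) to 0.16. The number of lists higher was 0 with the estimated correlation and 8 without the DEG of the study. The number lower was 3 on total counts alone, 3 on the red-cell scale, 2 without a count filter, 0 with the estimated correlation, 2 with fry, 2 with fgsea, 4 with the covariate, 2 with the length offset, and 1 to 2 with one sample left out. Of the Reactome sets, 12 were higher with fry and 0 with the estimated correlation. At an unadjusted p under 0.05, the estimated correlation gave 7 lists and 4 Reactome sets higher.

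Some genes changed direction. On total counts alone the log2 fold changes were -0.0059 for S1pr2, -6.17e-05 for Itgam, -0.49 for Hbb-y, -0.54 for Lat, -0.68 for Cd3d, -0.80 for Gzma, -0.74 for Gzmb, -0.38 for Tgfb1 and -0.73 for Cd274, where the median gene was at -0.82. They were, on the red-cell scale with the median gene at -1.10, -0.30 for S1pr2, -0.11 for Ccrl2, -0.26 for Itgam, -0.67 for Hbb-y, -0.79 for Lat, -0.95 for Cd3d, -1.03 for Gzma, -0.98 for Gzmb, -0.024 for P2ry12, -0.090 for Gp1ba, -0.65 for Tgfb1 and -1.01 for Cd274. Scaled by counts outside the haemoglobin genes, with the median gene at -0.43, they were -0.10 for Lat, -0.26 for Cd3d, -0.31 for Gzma, -0.32 for Gzmb and -0.35 for Cd274, and the log2 fold change of Tgfb1 was -8.4e-05. With the covariate they were -1.16 for Hbb-y, 0.16 for Ms4a4c, -0.15 for Lat, -0.011 for Cd3d, -0.98 for Gzma and -0.57 for Gzmb. With the length offset they were -0.076 for Hbb-y, -0.18 for Gzma and -0.083 for Gzmb, and Gzma was also at -0.11 with limma-voom and -0.019 with the block. With one sample left out, the ranges that crossed 0 were -0.013 to 0.83 for Hbb-y, -0.16 to 0.031 for Ms4a4c, -0.45 to 0.42 for Gzma and -0.20 to 0.42 for Gzmb, with Hbb-y, Gzma and Gzmb below 0 without stress replicate 3 and Ms4a4c above 0 without stress replicate 2. None of these genes was called.

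For the 82 genes followed, beside the 38 values that changed direction, 1057 kept direction and side of the threshold, 125 lost the threshold and 64 passed it, and with one sample left out these numbers were 7, 580, 60 and 9. The replicate block was tried although the paper names no pairing: after removal of group means, samples of the same number correlated at 0.06, 0.00, -0.04 and -0.16, so the numbers do not pair the samples. At a median count of 168 in the stress group, changes of scarce transcripts such as Il6 were not detectable.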

Differences from the paper's values

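The paper gives 307 genes up and 12 down, against 198 and 2 with edgeR. Among the alternatives set before the data were examined, DESeq2, the test named in the paper's methods, gave 307 and 12. For the genes up, limma-voom (222), DESeq2's size factors in edgeR (215) and no count filter (212) also lay within 1.5 times the paper's value. So did an adjusted p below 0.05 (337) and the fits without control replicate 1 (226) and without control replicate 4 (338). The others set in advance did not. For the genes down, the fit without stress replicate 4 (8) came within 1.5 times, and the others set in advance did not. Of the alternatives chosen after seeing the data, the GC offset came within 1.5 times for the genes up (210). The red-cell scale did for the genes down (12) but not for the genes up (2).

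Il1b, Vegfa and Cd80 are given as up in the paper and were not called with edgeR (adjusted p = 0.0151, 0.0248 and 0.0219). DESeq2 called all 3 (adjusted p = 5.51e-04, 0.00388 and 0.00302). At a log2 fold change of Il1b above 1, the replicate block and the fit without control replicate 1 called it (adjusted p = 6.26e-04 and 0.00777). At an adjusted p below 0.05 all 3 pass.

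The paper gives the clusters of the samples as the experimental groups. Complete linkage on Euclidean distances placed stress replicate 3 alone, and Pearson's correlation, at least 10 counts in every sample and t-SNE returned the groups, while average linkage, the 500 most variable genes, leaving out the haemoglobin genes and log2(CPM + 1) did not. The groups were also returned by thinning outside the haemoglobin genes, chosen after seeing the values.

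The paper states that all genes of selected immune terms were up. Those GO terms were not analysed here, and the lists were written apart from them, so the sets of genes are unlike. In the inflammatory response list 5 of 23 genes were lower, and in the cytokine receptor list 11 of 26. At an unadjusted p under 0.05 only 0 and 3 of these were lower, so the signs alone show no difference for the former. The paper gives terms for T cells, NK cells, immunoglobulin production, the response to IL-2 and IL-7 and tolerance induction as down. With camera the lists that stand in for these terms were lower without passing (adjusted p = 0.204, 0.0845, 0.724, 0.53 and 0.231). The T cell list passed as lower on total counts alone (0.0394) and without stress replicate 2 (0.0303), and on the red-cell scale (0.0398) and with the haemoglobin covariate (0.00742), both chosen after seeing the values. The NK cell list passed on total counts alone (0.0126), without a count filter (0.0499), with fgsea (0.0473) and without control replicate 1 (0.0164), control replicate 2 (0.0286) or stress replicate 3 (4.3e-05), and on the red-cell scale (0.0194), with the haemoglobin covariate (9.15e-11) and with the length offset (0.00177), all 3 chosen after seeing the values. The tolerance list passed with fry (0.0121). By flow cytometry the paper gives monocytes as reduced, while the classical monocyte list was higher (camera, adjusted p = 2.06e-11). Cell numbers and shares of RNA are unlike measures, and the flow data were not analysed here.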

Other observations

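The tests on the split of the samples, on the total counts and on the haemoglobin genes were set in advance, and all others were chosen only after the result was seen. With TMM, 1 of the 35 splits of the 8 samples, the real one, gave as many called genes (200), and the other 34 gave 0. The split that parts the samples by haemoglobin share (control replicates 1, 2 and 3 and stress replicate 4 against the rest) gave 0, with 1842 genes at an unadjusted p under 0.05 against 3650 in the real split.

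The total counts of the groups did not overlap, and on total counts alone the calls turned to 728 genes down. This had been set in advance as the mark of a library size difference. The mark cannot decide the question, since scaling by total counts already takes library size into account. The change of scale moved the median log2 fold change of all tested genes from -0.03 to -0.82. The 198 genes called up with TMM all stayed above 0 on it. Thinning every library to the smallest total, a test chosen later, left 191 genes called up, 178 of them shared with the 198, which argues against depth as the whole cause of the calls on the TMM scale. The direction of the calls is another matter. On total counts alone 1.89% of the called genes were higher, so that the excess of genes up depends on what is taken as unchanged, and the counts do not settle the amount of RNA per blood volume. Leaving out the haemoglobin genes gave 199 genes called up with TMM, of which 198 were those called with them. TMM trims the most abundant genes, so this test could hardly come out otherwise. It does not decide what part the haemoglobin share has in the calls.

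On total counts alone, 2 of the 35 splits gave at least as many called genes as the real one, counting the real one itself (742), and the other of the 2 was the split by haemoglobin share (2984). The calls on total counts alone may therefore reflect the haemoglobin share of the libraries, which goes with the group only in part. Offsets for transcript length and GC content left 193 and 210 genes called up, 142 and 190 of them shared with the 198, which argues against either as the whole cause.

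The neutrophil list rose against the non-classical monocyte list by 1.57 on the log2 scale (exact permutation test, p = 0.0286, adjusted over 28 pairs of lists 0.0471), which argues against a lower share of lymphocyte RNA alone. With the haemoglobin covariate the neutrophil list passed camera (adjusted p = 2.73e-28). Against the platelet list it rose by 0.35 (exact permutation test, p = 0.0857), and against the erythroid list by 0.37 (p = 0.343, same test). With 4 samples per group, the read counts cannot tell a rise of neutrophils from a joint fall of lymphocytes and non-classical monocytes. The paper's flow cytometry, not analysed here, gives both an increase of neutrophils and a reduction of T, B and NK cells. The neutrophil, classical monocyte, platelet and erythroid lists rose together against the other 4 cell type lists, by 1.08 to 1.83. The B cell list fell by 0.39 against the T cell list (exact permutation test, p = 0.0286, adjusted 0.0471). These are mixtures of cells, and a change per cell was not tested.

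The glucocorticoid-induced genes, a candidate for a hormone response to restraint, did not differ from the other genes (median log2 fold change 0.06, 8 of 15 higher, camera, adjusted p = 0.888). Since the genes went both ways, this leaves such a response open. Stress replicate 3, alone in the clustering, joined its group after the counts outside the haemoglobin genes were thinned to equal totals, with 8 of 8 samples in the cluster of their group, which is consistent with its low number of such counts as the reason.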
